# Cell Hashing with barcoded antibodies enables multiplexing and doublet detection for single cell genomics

**DOI:** 10.1186/s13059-018-1603-1

**Published:** 2018-12-19

**Authors:** Marlon Stoeckius, Shiwei Zheng, Brian Houck-Loomis, Stephanie Hao, Bertrand Z. Yeung, William M. Mauck, Peter Smibert, Rahul Satija

## Abstract

Despite rapid developments in single cell sequencing, sample-specific batch effects, detection of cell multiplets, and experimental costs remain outstanding challenges. Here, we introduce Cell Hashing, where oligo-tagged antibodies against ubiquitously expressed surface proteins uniquely label cells from distinct samples, which can be subsequently pooled. By sequencing these tags alongside the cellular transcriptome, we can assign each cell to its original sample, robustly identify cross-sample multiplets, and “super-load” commercial droplet-based systems for significant cost reduction. We validate our approach using a complementary genetic approach and demonstrate how hashing can generalize the benefits of single cell multiplexing to diverse samples and experimental designs.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1603-1) contains supplementary material, which is available to authorized users.

## Introduction

Single cell genomics offers enormous promise to transform our understanding of heterogeneous processes and to reconstruct unsupervised taxonomies of cell types [1, 2]. As studies have progressed to profiling complex human tissues [3, 4] and even entire organisms [5, 6], there is a growing appreciation of the need for massively parallel technologies and datasets to uncover rare and subtle cell states [7–9]. While the per-cell cost of library prep has dropped, routine profiling of tens to hundreds of thousands of cells remains costly both for individual labs and for consortia such as the Human Cell Atlas [10].

Broadly related challenges also remain, including the robust identification of artifactual signals arising from cell multiplets or technology-dependent batch effects [11]. In particular, reliably identifying expression profiles corresponding to more than one cell remains an unsolved challenge in single-cell RNA-seq (scRNA-seq) analysis, and a robust solution would simultaneously improve data quality and enable increased experimental throughput. While multiplets are expected to generate higher complexity libraries compared to singlets, the strength of this signal is not sufficient for unambiguous identification [11]. Similarly, technical and “batch” effects have been demonstrated to mask biological signal in the integrated analysis of scRNA-seq experiments [12], necessitating experimental solutions to mitigate these challenges.

Recent developments have poignantly demonstrated how sample multiplexing can simultaneously overcome multiple challenges [13, 14]. For example, the demuxlet [13] algorithm enables the pooling of samples with distinct genotypes together into a single scRNA-seq experiment. Here, the sample-specific genetic polymorphisms serve as a fingerprint for the sample of origin and therefore can be used to assign each cell to an individual after sequencing. This workflow also enables the detection of multiplets originating from two individuals, reducing non-identifiable multiplets at a rate that is directly proportional to the number of multiplexed samples. While this elegant approach requires pooled samples to originate from previously genotyped individuals, in principle, any approach assigning sample fingerprints that can be measured alongside scRNA-seq would enable a similar strategy. For instance, sample multiplexing is frequently utilized in flow and mass cytometry by labeling distinct samples with antibodies to the same ubiquitously expressed surface protein but conjugated to different fluorophores or isotopes, respectively [15–17].

We recently introduced CITE-seq [18], where oligonucleotide-tagged antibodies are used to convert the detection of cell surface proteins into a sequenceable readout alongside scRNA-seq. We reasoned that a defined set of oligo-tagged antibodies against ubiquitous surface proteins could uniquely label different experimental samples. This enables us to pool these together and use the barcoded antibody signal as a fingerprint for reliable demultiplexing. We refer to this approach as Cell Hashing, based on the concept of hash functions in computer science to index datasets with specific features; our set of oligo-derived hashtags equally define a “lookup table” to assign each multiplexed cell to its original sample. We demonstrate this approach by labeling and pooling eight human PBMC samples and running them simultaneously in a single droplet-based scRNA-seq run. Cell hashtags allow for robust sample multiplexing, confident multiplet identification, and discrimination of low-quality cells from ambient RNA. In addition to enabling “super-loading” of commercial scRNA-seq platforms to substantially reduce costs, this strategy represents a generalizable approach for multiplet identification and multiplexing that can be tailored to any biological sample or experimental design.

## Results

### Hashtag-enabled demultiplexing based on ubiquitous surface protein expression

We sought to extend antibody-based multiplexing strategies [16, 17] to scRNA-seq using a modification of our CITE-seq method [18]. We initially chose a set of monoclonal antibodies directed against ubiquitously and highly expressed immune surface markers (CD45, CD98, CD44, and CD11a), combined these antibodies into eight identical pools (pool A through H), and subsequently conjugated each pool to a distinct Hashtag oligonucleotide (henceforth referred to as HTO, Fig. 1a; “Methods” section). The HTOs contain a unique 12-bp barcode that can be sequenced alongside the cellular transcriptome, with only minor modifications to standard scRNA-seq protocols. We utilized an improved and simplified conjugation chemistry compared to our previous approach [18], by using iEDDA click chemistry to covalently attach oligonucleotides to antibodies [19] (“Methods” section).

**Fig. 1:**
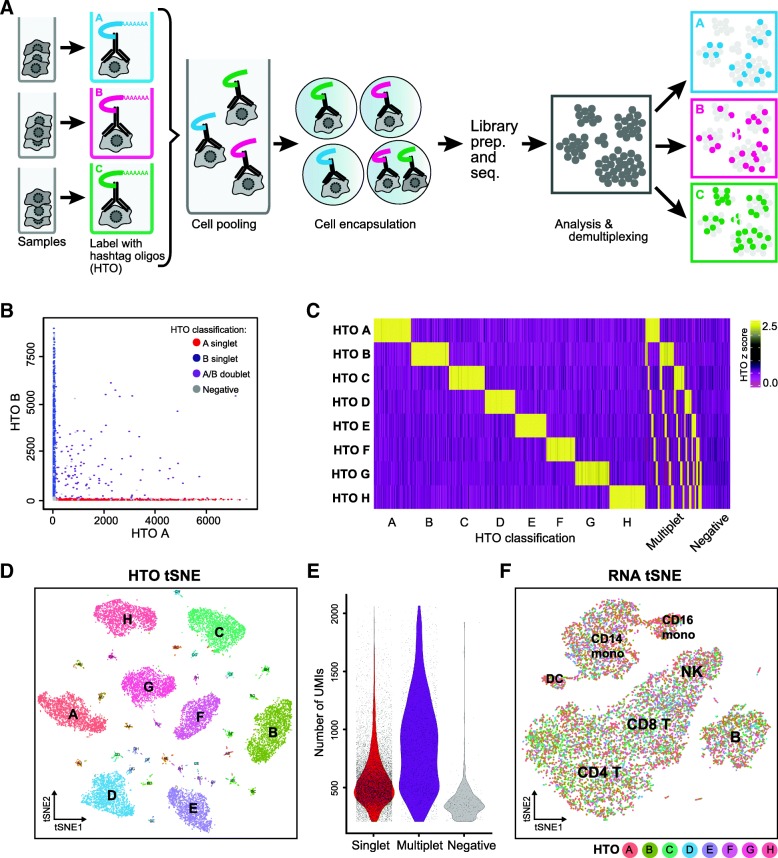
Sample multiplexing using DNA-barcoded antibodies. **a** Schematic overview of sample multiplexing by Cell Hashing. Cells from different samples are incubated with DNA-barcoded antibodies recognizing ubiquitous cell surface proteins. Distinct barcodes (referred to as hashtag-oligos, HTO) on the antibodies allow pooling of multiple samples into one scRNA-seq experiment. After sequencing, cells can be assigned to their sample of origin based on HTO levels (“Methods” section). **b** Representative scatter plot showing raw counts for HTO A and HTO B across all cell barcodes. Both axes are clipped at 99.9% quantiles to exclude visual outliers. **c** Heatmap of scaled (*z*-scores) normalized HTO values based on our classifications. Multiplets express more than one HTO. Negative populations contain HEK293T and mouse NIH-3T3 cells that were spiked into the experiments as negative controls. **d** tSNE embedding of the HTO dataset. Cells are colored and labeled based on our classifications. Eight singlet clusters and all 28 cross-sample doublet clusters are clearly present. **e** Distribution of RNA UMIs per cell barcode in cells that were characterized as singlets (red), multiplets (violet) or negatives (grey). **f** Transcriptome-based clustering of single-cell expression profiles reveals distinct immune cell populations interspersed across donors. B, B cells; T, T cells; NK, natural killer cells; mono, monocytes; DC, dendritic cells. Cells are colored based on their HTO classification (donor ID), as in **d**

We designed our strategy to enable CITE-seq and Cell Hashing to be performed simultaneously, but to generate separate sequencing libraries. Specifically, the HTOs contain a different amplification handle than our standard CITE-seq antibody-derived tags (ADT) (“Methods” section). This allows HTOs, ADTs, and scRNA-seq libraries to be independently amplified and pooled at desired quantities. Notably, we have previously observed robust recovery of antibody signals from highly expressed epitopes due to their extremely high copy number. This is in contrast to the extensive “dropout” levels observed for scRNA-seq data and suggests that we can faithfully recover HTOs from each single cell, enabling assignment to sample of origin with high fidelity.

To benchmark our strategy and demonstrate its utility, we obtained peripheral blood mononuclear cells (PBMCs) from eight separate human donors (referred to as donors A through H) and independently stained each sample with one of our HTO-conjugated antibody pools, while simultaneously performing a titration experiment with a pool of seven immunophenotypic markers (“Methods” section) for CITE-seq. 

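PBMCs from 8 donors, each carrying its own HTO, were run in 1 10x Genomics lane together with HEK293T cells, a human embryonic kidney line, and NIH-3T3 cells, a mouse fibroblast line, neither of which was labelled. The lane gave an RNA, an HTO and an ADT library, each made once, so no library has a replicate and only the 8 donors repeat a measurement. The authors deposited raw UMI counts per gene, made with Drop-seq tools from reads aligned to a joint human and mouse reference. The RNA library holds 83,181,493 UMIs over 40,899 genes and 50,000 barcodes. Mouse gene symbols took 2.88% of these UMIs. The HTO counts and the ADT counts were made by the authors with CITE-seq-Count and were deposited without normalization for 65,000 barcodes each. HTO counts totalled 67,539,065, of which 3.47% matched no tag, and ADT counts totalled 98,157,196, of which 15.0% matched no tag. The values do not settle whether an HTO or ADT count is a read or a UMI after collapsing. RNA UMIs per barcode were summed over all human genes and the 100 most highly expressed mouse genes, and every later step started from these raw counts. Shares are given with exact 95% Clopper-Pearson intervals and counts of barcodes with exact Poisson intervals. Both cover counting error within this lane only, and no p-value was computed from barcodes, which are not independent samples.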

We subsequently pooled all cells together in equal proportion, alongside an equal number of unstained HEK293T cells (and 3% mouse NIH-3T3 cells) as negative controls, and ran the pool in a single lane on the 10x Genomics Chromium Single Cell 3′ v2 system. Following the approach in Kang et al. [13], we “super-loaded” the 10x Genomics instrument, loading cells at a significantly higher concentration with an expected yield of 20,000 single cells and 5000 multiplets. Based on Poisson statistics, 4365 multiplets should represent cell combinations from distinct samples and can potentially be discarded, leading to an unresolved multiplet rate of 3.1%. Notably, achieving a similar multiplet rate without multiplexing would yield ~ 4000 singlets. As the cost of commercial droplet-based systems is fixed per run for sample preparation, multiplexing therefore allows for the profiling of ~ 400% more cells for the same cost.

We performed partitioning and reverse transcription according to the standard protocols, utilizing only a slightly modified downstream amplification strategy (“Methods” section) to generate transcriptome, HTO, and ADT libraries. We pooled and sequenced these on an Illumina HiSeq2500 (two rapid run flowcells), aiming for a 90%:5%:5% contribution of the three libraries in the sequencing data. Additionally, we performed genotyping of all eight PBMC samples and HEK293T cells with the Illumina Infinium CoreExome array, allowing us to utilize both HTOs and sample genotypes (assessed by demuxlet [13]) as independent demultiplexing approaches.

When examining pairwise expression of two HTO counts, we observed relationships akin to “species-mixing” plots (Fig. 1b), suggesting mutual exclusivity of HTO signal between singlets. 

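Of 6049 barcodes positive for HTO A or HTO B, 137 were positive for both, a share of 2.26% (95% interval 1.90 to 2.67%). Barcodes positive for HTO A but not HTO B had a median of 968.5 counts of HTO A and 14.0 counts of HTO B. Barcodes positive for HTO B but not HTO A had a median of 1507 counts of HTO B and 11.0 counts of HTO A. Over all 28 pairs of HTOs, the share positive for both had a median of 2.28% and lay between 1.80% and 2.75%. When a barcode was called positive above a fixed threshold of 50 counts, the alternative that moved this share most, 3.99% of the barcodes positive for HTO A or HTO B were positive for both.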

Extending beyond pairwise analysis, we developed a statistical model to classify each barcode as “positive” or “negative” for each HTO (“Methods” section). Briefly, we modeled the “background” signal for each HTO independently as a negative binomial distribution, estimating background cells based on the results of an initial *k*-medoids clustering of all HTO reads (“Methods” section). Barcodes with HTO signals above the 99% quantile for this distribution were labeled as “positive,” and barcodes that were “positive” for more than one HTO were labeled as multiplets. We classified all barcodes where we detected at least 200 RNA UMI, regardless of HTO signal.

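In the RNA library, 22,611 barcodes had at least 200 RNA UMI. Of these, 21,508 were also listed in the HTO library (95% interval 21,222 to 21,797) and were classified. Their median was 617 RNA UMI, with quartiles of 461 and 1012. Requiring the barcode in the ADT library as well, an alternative chosen after the data were seen, moved the number most and left 20,875 barcodes.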

Our classifications (visualized as a heatmap in Fig. 1c) suggested a clear identification of 8 singlet populations, as well as multiplet groups. 

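Among all classified barcodes, 16,300 were singlets (75.8%, 95% interval 75.2 to 76.4%) and 2851 were multiplets (13.3%, 12.8 to 13.7%). After removal of HEK293T and mouse cells, each donor had 1942 ± 187 singlets (SD, n = 8 donors), with a lowest number of 1716 and a highest of 2206. The median count of a singlet's own HTO was 1396 ± 383 (SD, n = 8 donors), and the median count of its highest other HTO was 53.4 ± 4.75. The own HTO held 89.2% ± 2.88 (SD, n = 8 donors) of a singlet's HTO counts.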

We also identified barcodes with negligible background signal for any of the HTOs (labeled as “negatives”), consisting primarily (86.5%) of HEK293T and mouse cells. 

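The 2357 negatives included 1683 HEK293T barcodes and 109 NIH-3T3 barcodes, which together made up 76.0% of the negatives (95% interval 74.3 to 77.7%). HEK293T barcodes were taken from the transcriptomic pre-clustering and NIH-3T3 barcodes from having more mouse than human UMIs. This may not cover all control cells. After their removal, joint clustering of singlets and negatives still gave a cluster named by HEK293T markers, with 195 negatives among 325 barcodes at a median of 681 RNA UMI. These 195 are not counted in the 76.0%. HEK293T negatives had a median of 62.0 counts of their highest HTO. Over the alternatives in classification and control cell identification the share ran from 63.3%, with the high background values kept in the fit, to 90.9%, with at least 500 RNA UMI per barcode.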

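Without HEK293T and NIH-3T3 barcodes, 18,794 barcodes remained. Of these, 15,536 were singlets (82.7%, 95% interval 82.1 to 83.2%), 2693 were multiplets (14.3%, 13.8 to 14.8%) and 565 were negatives (3.01%, 2.77 to 3.26%). The multiplets comprised 2436 barcodes positive for 2 HTOs, 231 positive for 3, 25 positive for 4 and 1 positive for 5. From the donors' shares of singlets, 12.6% of doublets would join cells of a single donor, an estimate of 388 doublets that carry 1 HTO, or 2.50% of the singlets. The split of HEK293T marker sums moved the multiplets most, to 1607, and fitting the background on the cluster with the lowest average of each HTO gave the most, 3316.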

We removed all HEK293T and mouse cells from downstream analyses (“Methods” section), with the remaining barcodes representing 14,002 singlets and 2974 identifiable multiplets, in line with expectations. Our classifications were also fully concordant with a tSNE embedding, calculated using only the 8 HTO signals, which enabled the clear visualization not only of the 8 groups of singlets (donors A through H) but also the 28 small groups representing all possible doublet combinations (Fig. 1d). Moreover, we observed a clear positive shift in the distribution of RNA UMI per barcode for multiplets, as expected (Fig. 1e), while the remaining negative barcodes expressed fewer UMIs and may represent failed reactions or “empty” droplets containing only ambient RNA. These results strongly suggest that HTOs successfully assigned each barcode into its original sample and enabled robust detection of cross-sample multiplets. 

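Multiplets were assigned to a pair of donors by their highest HTOs, in place of a tSNE embedding. All 28 pairs were seen, with 59 to 136 multiplets per pair and a median of 93.5. Divided by the number expected from the donors' shares of singlets, the observed numbers lay between 0.784 and 1.199, and the 95% Poisson interval of this ratio included 1 for 27 of 28 pairs.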

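Multiplets had a median of 1015 RNA UMI per barcode (quartiles 686 and 1344), singlets 552 (436 and 713) and negatives 376 (upper quartile 501). The ratio of the multiplet to the singlet median was 1.84. Computed per donor, it was 1.84 ± 0.0892 (SD, n = 8 donors) and above 1 in 8 of 8 donors. The area under the ROC curve of RNA UMI was 0.786 for multiplets against singlets and 0.270 for negatives against singlets. With at least 500 RNA UMI per barcode, the alternative that moved the ratio most, it was 1.64, and the area under the curve for negatives against singlets was 0.508. This minimum removes low-count barcodes of each class, and so acts on the counts compared. From the lower counts, the paper proposes that the remaining negatives may be failed reactions or empty droplets with ambient RNA only.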

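Of the PBMC multiplets, 66.4% (95% interval 64.6 to 68.2%) had no more RNA UMI than 1209, the 95% quantile of singlets, and 16.4% (15.0 to 17.9%) had no more than the singlets' median. Total HTO counts had a median of 3649 in multiplets (5% and 95% quantiles 1312 and 10,107) and 1570 in singlets (535 and 5597). The area under the ROC curve of total HTO counts was 0.798.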

The large dynamic range of RNA UMI per cell barcode in multiplets (Fig. 1e) illustrates the difficulty of unambiguous multiplet assignment based on higher UMI counts. , and we observe the same challenges with total HTO signal (Additional file 1: Figure S1A). 

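The singlets were clustered on 10 principal components of 1000 variable genes and named by marker genes, with a naming rule written after the data were seen. The 14 clusters covered 7 of 7 hematopoietic populations, and 14 of 14 clusters held singlets of all 8 donors (13 of 14 at a resolution of 1.2, with 20 components and with variable genes selected on log values). CD4 T cells made up 32.4% ± 4.79 of a donor's singlets (SD, n = 8 donors), CD14 monocytes 18.0% ± 4.58 and B cells 13.0% ± 1.16. CD8 T cells made up 7.71% ± 1.81, NK cells 7.00% ± 2.08, CD16 monocytes 3.99% ± 2.35 and dendritic cells 1.479% ± 0.540 (SD, n = 8 donors each). A cluster led by GZMH, FCRL6 and TRGC2 and a cluster led by the mouse genes mt-Nd1, mt-Nd4 and mt-Cytb were left unnamed and held 15.8% of the singlets (95% interval 15.2 to 16.4%). Of the 30 nearest neighbours of a singlet, 15.2% ± 1.59 (SD, n = 8 donors) came from the same donor, against 12.6% from the donors' shares alone. The highest share of a single donor in a cluster was 33.8%, and over the alternatives it ran from 27.3% to 48.9%. These shares depend on the clustering and naming: CD8 T cells were 19.8% of a donor's singlets at a resolution of 0.4 and 15.7% with 2000 variable genes. With variable genes selected on log values, chosen after the data were seen, dendritic cells were 8.59% and CD14 monocytes 11.7%, and B cells were 0.448%, because a cluster of 1948 singlets led by TCL1A, IGHD and LINC00926 was left unnamed.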

Performing transcriptomic clustering of the classified singlets enabled clear detection of seven hematopoietic subpopulations, which were interspersed across all 8 donors (Fig. 1f).

### Genotype-based demultiplexing validates Cell Hashing

We next compared our HTO-based classifications to those obtained by demuxlet [13]. Overall, we observed a strong concordance between the techniques, even when considering the precise sample mixture in called doublets (Fig. 2a). Exploring the areas of disagreement, we identified 871 barcodes that were classified based on HTO levels as singlets but were identified as “ambiguous” by demuxlet. Notably, the strength of HTO classification for these discordant barcodes (represented by the number of reads assigned to the most highly expressed HTO) was identical to the barcodes that were classified as singlets by both approaches (Fig. 2b). However, discordant barcodes did have reduced RNA UMI counts (Fig. 2c). We conclude that these barcodes likely could not be genetically classified at our relatively shallow sequencing depth (~ 24,115 reads per cell), which is below the recommended depth for using demuxlet, but likely represent true single cells based on our HTO classifications.

**Fig. 2:**
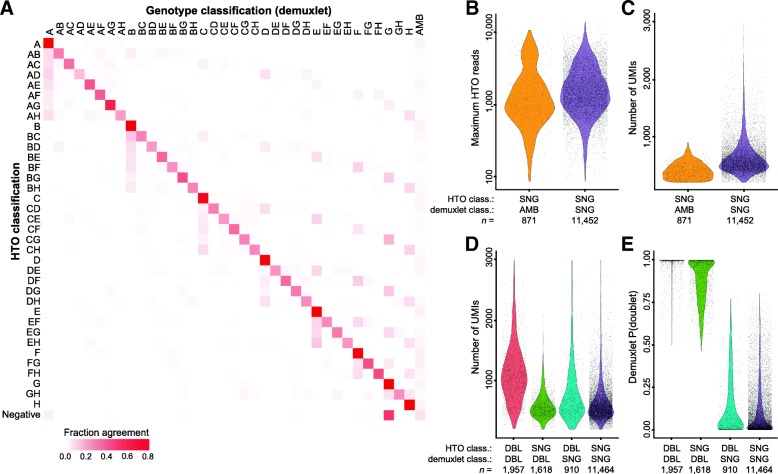
Validation of Cell Hashing using demuxlet. **a** Row-normalized “confusion matrix” comparing demuxlet and HTO classifications. Each value on the diagonal represents the fraction of barcodes for a given HTO classification that received an identical classification from demuxlet. **b** Count distribution of the most highly expressed HTO for groups of concordant and discordant singlets. Both groups have identical classification strength based on Cell Hashing. **c** Discordant singlets have lower UMI counts, suggesting that a lack of sequencing depth contributed to “ambiguous” calls from demuxlet. **d** RNA UMI distributions for discordant and concordant multiplets. Only concordant multiplets exhibit increased molecular complexity, suggesting that both methods are conservatively overcalling multiplets in discordant cases. **e** In support of this, demuxlet assigns lower multiplets posterior probabilities to discordant calls

In addition, we also observed 2528 barcodes that received discordant singlet/doublet classifications between the two techniques (Fig. 2d). We note that this does reflect a minority of barcodes (compared to 13,421 concordant classifications) and that in these discordant cases, it is difficult to be certain which of these methods is correct. However, when we examined the UMI distributions of each classification group, we observed that only barcodes classified as doublets by both techniques exhibited a positive shift in transcriptomic complexity (Fig. 2d). This suggests that these discordant calls are largely made up of true singlets and represent conservative false positives from both methods, perhaps due to ambient RNA or HTO signal. Consistent with this interpretation, when we restricted our analysis to cases where demuxlet called barcodes as doublets with > 95% probability, we observed a 75% drop in the number of discordant calls (Fig. 2e). Demuxlet requires sufficient numbers of reads and SNPs to unequivocally classify a cell to a donor, and as expected, discordantly classified cells had lower numbers of sequencing reads and SNPs (Additional file 1: Figure S2A-D).

Finally, we also observed a rare number of cases where both Cell Hashing and demuxlet classified cells as singlets but with discordant (216/11,464; 1.9%) donor classifications. 

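The singlets of donor H had a median of 406 ADT counts, and 23 of 1883 had more than 1000 (1.22%, 95% interval 0.776 to 1.83%). Over the donors stained with 9.81 μg of CITE-seq antibodies each, donors A to G, 89.0% of 13,380 singlets had more than 1000 ADT counts (88.5 to 89.5%), with a median of 2252.5. Between these 7 donors the share ran from 78.1% to 97.6%. Singlets called at a quantile with 1 in 1000 background values above it, the alternative that moved the share in donor H most, gave 1.73% (1.19 to 2.44%), and a quantile of 0.95 gave 0.747%.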

To investigate further, we took advantage of the fact that all donors (A–G) except one (H) were also stained with CITE-seq antibodies, and therefore, donor H cells should not contain ADT reads. However, in 40 instances where demuxlet, but not Cell Hashing, classified cells as donor H, we observed robust (> 1000) ADT counts in 37 cases, suggesting that these discordant calls are misclassification errors from demuxlet (Additional file 1: Figure S2E), in line with demuxlet’s estimated error rate of 1–2% [13].

To further ensure that background binding levels did not lead to incorrectly demultiplexed samples, we performed a separate experiment where we mixed four cell lines (HEK293T, THP1, K562, and KG1) together, each independently labeled with three distinct Cell Hashing oligos. 

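HEK293T, THP1 (a monocytic leukemia line), K562 (an erythroleukemia line) and KG1 (a myeloid leukemia line) cells were run together in 1 lane, each line in 3 aliquots with an HTO of their own. The authors deposited raw UMI counts for RNA and raw counts for HTOs, and the paper's text does not describe their processing for this lane separately. The RNA library holds 46,148,402 UMIs over 25,339 genes and 30,000 barcodes. The HTO library lists 12 tags and 8,011,505 counts, of which 5.85% matched no tag, over 687,242 barcodes, and 25,088 of these barcodes are also in the RNA library. Barcodes in both libraries with at least 200 RNA UMI were used, which left 8748, and HTO classification followed the PBMC pool. HTO classification gave 7220 singlets, 875 multiplets and 653 negatives. An aliquot had 602 ± 50.6 singlets (SD, n = 12 aliquots). The medians were 8895 RNA UMI in K562 singlets, 6737 in HEK293T, 2861 in THP1 and 2678 in KG1.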

After demultiplexing, to assign each barcode to a cell line of origin, we clustered cells on the basis of their RNA expression levels, obtaining four transcriptomic clusters (as expected). Comparing our transcriptomic clusters with the demultiplexing results, we observed nearly perfect concordance (99.7%), demonstrating a low rate of misassignment for this experiment (Additional file 1: Figure S3A, B).

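The RNA clusters were named by markers of each line and merged, which gave 4 of 4 lines and left 435 singlets in unnamed clusters. Of the 6785 singlets in named clusters, 6761 lay in the cluster of the line that their HTO named, a concordance of 99.6% (95% interval 99.5 to 99.8%). Over the 12 aliquots the concordance lay between 99.2% and 100.0%. With the singlets of unnamed clusters counted as discordant, it was 93.6%. The 24 discordant singlets had a median of 464.5 RNA UMI, and the concordant singlets 4983. With unnamed clusters left out, removing the HTO counts of an aliquot of each line before classification moved the concordance most, to 96.2% for aliquot B. This alternative was chosen after the data were seen. Among multiplets, 20.1% (17.5 to 22.9%) had a top pair of HTOs by normalized counts from a single line, against 18.2% from the shares of the aliquots. Further positive HTOs were not considered in this share. From the concordance, the paper concludes that misassignment was rare in this experiment.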

Finally, we attempted to estimate the false-negative rates for Cell Hashing, representing true single cells that do not receive sufficient Cell Hashing signal to be classified as singlets. To do this, we examined all HTO-classified “singlet” and “negative” barcodes from the PBMC experiment and performed clustering based on transcriptome data. As expected, we found that “negative” cells predominantly formed a distinct cluster from singlets. However, we did observe 117 barcodes originally classified as negatives, but whose transcriptomic profiles clustered across PBMC singlet subtypes. These barcodes likely represent single cells that were incorrectly classified from Cell Hashing, representing a false-negative rate of 0.9% (Additional file 1: Figure S4), but have negligible effects on cell type proportion estimates. 

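Joint clustering of the PBMC singlets and negatives gave 14 clusters, of which a single one consisted mostly of negatives. It held 325 barcodes, 195 of them negatives (95% interval 54.4 to 65.4%), and was named by HEK293T markers. These 195 were 34.5% (30.6 to 38.6%) of the negatives. Among the other clusters, the NK-like cluster had the highest share of negatives, 16.1% (14.2 to 18.2%) of 1321 barcodes.

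**Figure D1:**
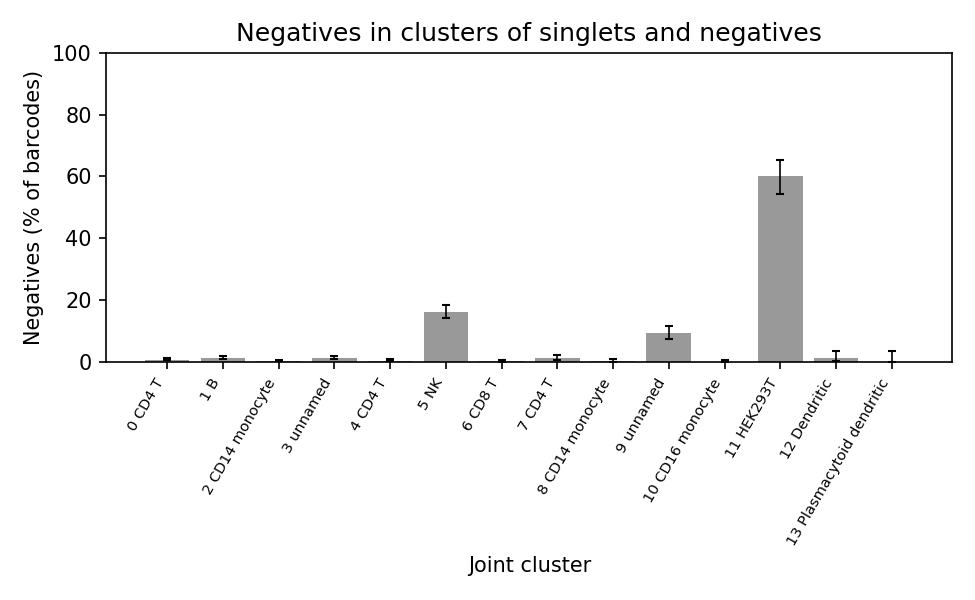
Percent of barcodes that are negatives in each of the 14 joint clusters, named by marker genes, with exact 95% intervals as error bars. The cluster named HEK293T stands highest, followed by the NK-like cluster at 16.1%.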

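Outside the cluster made up mostly of negatives, 370 of 15,776 barcodes were negatives, a rate of 2.35% (95% interval 2.11 to 2.59%). Of these, 213 (57.6%, 52.4 to 62.7%) lay in the NK-like cluster and 70 in an unnamed cluster with mouse leading genes and a median of 277.5 RNA UMI, where 9.16% of 764 barcodes were negatives. NK-like barcodes made up 7.19% of the singlets outside that cluster (6.79 to 7.61%), and 8.37% (7.95 to 8.82%) when negatives were counted with them. At a quantile with 1 in 1000 background values above it, the alternative that moved the number most, 832 negatives lay outside (5.21%), and at a quantile of 0.95 there were 102 (0.658%). The paper proposes that such barcodes are likely single cells missed by the HTO classification, and takes their share as the false-negative rate.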

Taken together, our results validate that Cell Hashing enables robust and accurate sample classification across diverse systems.

### Cell Hashing enables the efficient optimization of CITE-seq antibody panels

Our multiplexing strategy not only enables pooling across donors but also the simultaneous profiling of multiple experimental conditions. This is widely applicable to the simultaneous profiling of diverse environmental and genetic perturbations, but we reasoned that we could also efficiently optimize experimental workflows, such as the titration of antibody concentrations for CITE-seq experiments. In flow cytometry, antibodies are typically run individually over a large dilution series to assess signal-to-noise ratios and identify optimal concentrations [20]. While such experiments would be extremely cost prohibitive if run as individual 10x Genomics lanes, we reasoned that we could multiplex these experiments together using Cell Hashing.

We therefore incubated the PBMCs from different donors with a dilution series of antibody concentrations ranging over three orders of magnitude (“Methods” section). Concentrations of CITE-seq antibodies were staggered between the different samples to keep the total amount of antibody and oligo consistent in each sample. After sample demultiplexing, we examined ADT distributions across all concentrations for each antibody (examples in Fig. 3a–c) and assessed signal-to-noise ratio by calculating a staining index similar to commonly used metrics for flow cytometry optimization (Fig. 3d) (“Methods” section).

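The staining index was computed for 7 antibodies in donors A to G, with 1 donor per antibody and amount, so that dose and donor are confounded within each antibody. ADT counts were CLR-normalized per antibody. The median staining index over the 7 antibodies was 9.46 at 0.25 μg/test, 12.5 at 0.5 μg/test and 14.2 at 1 μg/test. It was 15.3 at 3 μg/test and 16.2 at 5 μg/test. The highest index was 22.1, for CD45RA at 3 μg/test, and the lowest maximum was 6.29, for PD-1 at 3 μg/test. A CLR on log(x + 1) moved the median at 5 μg/test most, to 6.30.

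**Figure D2:**
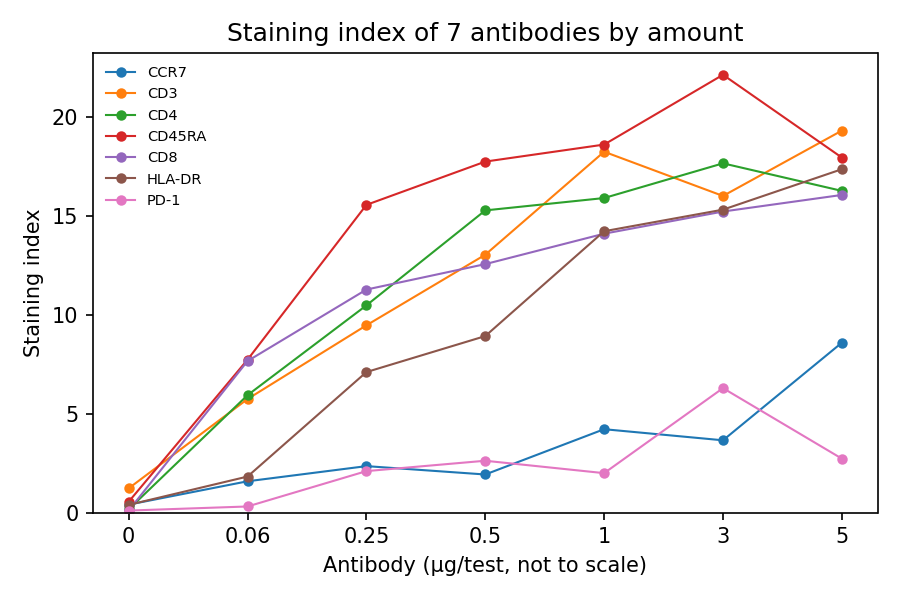
Staining index of 7 antibodies at each amount in μg/test, with 1 point per donor and amounts evenly spaced on the axis. The index of CD45RA peaks at 22.1 and that of PD-1 at 6.29.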

**Fig. 3:**
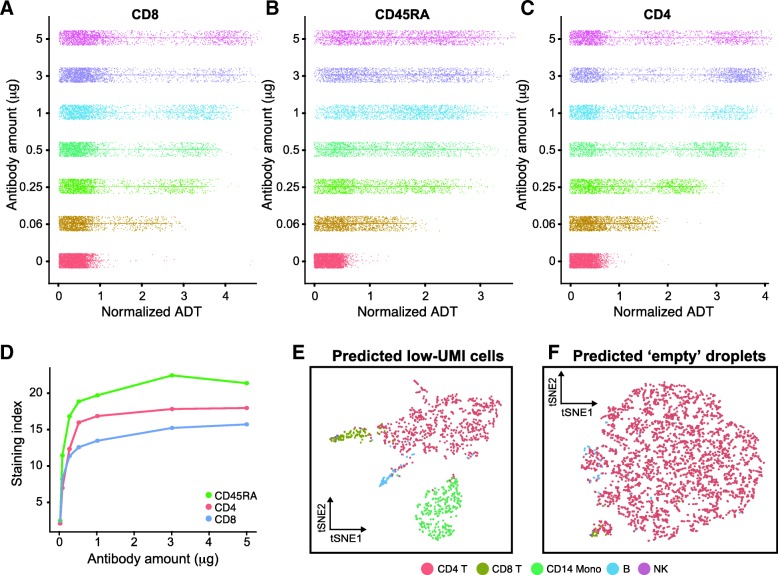
Cell Hashing enables efficient experimental optimization and identification of low-quality cells. **a**–**c** We performed a titration series to assess optimal staining concentrations for a panel of CITE-seq immunophenotyping antibodies. Normalized ADT counts for CD8 (**a**), CD45RA (**b**), and CD4 (**c**) are depicted for the different concentrations used per test. **d** Titration curve depicting the staining index (SI; “Methods” section) for these three antibodies across the titration series. The signal/noise ratio for these antibodies begins to saturate at levels similar to manufacturer recommended staining concentrations typical for flow cytometry antibodies. **e** Cells with low UMI counts can be distinguished from ambient RNA using HTO classifications. Classified singlets group into canonical hematopoietic populations. **f** Barcodes classified as “negative” do not group into clusters and likely represent “empty” droplets containing only ambient RNA

All antibodies exhibited only background signal in the negative control conditions and very weak signal-to-noise at 0.06 μg/test. 

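Without antibody, the staining index had a median of 0.390 over the 7 antibodies and a highest value of 1.22, for CD3. At 0.06 μg/test the median was 5.73, with 0.308 for PD-1 as the lowest value and 7.72 for CD45RA as the highest. Relative to its own highest index, an antibody reached between 4.90% (PD-1) and 47.7% (CD8) at 0.06 μg/test. These shares depend on the settings: with log(x + 1) CLR they were 40.9% for PD-1 and 60.1% for CD8, and with cells above the 99% quantile of donor H as the positive peak PD-1 had 71.2% at 0.06 μg/test and 73.8% without antibody.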

We observed that the signal-to-noise ratio for most antibodies began to saturate within the concentration range of 0.5 to 1 μg/test, comparable to the recommended concentrations for flow cytometry (Fig. 3d). This experiment was meant as a proof of concept; an ideal titration experiment would use cells from the same donor for all conditions and a larger range of concentrations but clearly demonstrates how Cell Hashing can be used to rapidly and efficiently optimize experimental workflows.

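Relative to the highest index of the same antibody, the index at 0.5 μg/test was 86.5% for CD4, 80.2% for CD45RA, 78.2% for CD8 and 67.5% for CD3. It was 51.4% for HLA-DR, 41.6% for PD-1 and 22.4% for CCR7. At 1 μg/test it was 94.5% for CD3, 90.1% for CD4, 87.8% for CD8, 84.1% for CD45RA and 81.9% for HLA-DR, but 49.1% for CCR7 and 31.7% for PD-1. Over the alternatives the share at 1 μg/test fell to 58.1% for CD3 (resolution 0.4) and 63.3% for HLA-DR (resolution 1.2). It ran from 33.1% to 57.5% for CCR7, and reached 74.3% for PD-1. Both highest values came with cells above the 99% quantile of donor H as the positive peak. In that setting CCR7 already had 46.6% and PD-1 73.8% without antibody, and CD4 fell to 70.3% at 1 μg/test. The index rose with the amount in 7 of 7 antibodies, with Spearman's rho between 0.857 and 1.0 over 7 donors and Benjamini-Hochberg adjusted p between 0.00139 and 0.0238 (two-sided exact permutation test over 7 relations; unadjusted p 0.000397 to 0.0238). Pearson's r lay between 0.555 and 0.917, and its adjusted p by the size of r in the same exact test was 0.05 for CCR7 and HLA-DR and above that for the other antibodies (unadjusted p 0.00774 to 0.184). Taking the p of r as double the smaller tail, a definition added after the data were seen, 5 of 7 antibodies had an adjusted p of at most 0.05. Without the 2 amounts farthest from the median, rho stayed above 0 in 7 of 7 antibodies, between 0.7 and 1.0, and r between 0.684 and 0.970. The paper states that for most antibodies the signal-to-noise ratio began to saturate between these 2 amounts, which it calls comparable to those recommended for flow cytometry.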

### Cell Hashtags enable the discrimination of low-quality cells from ambient RNA

Our cell hashtags can discriminate single cells from doublets based on the clear expression of a single HTO, and we next asked whether this feature could also distinguish low-quality cells from ambient RNA. If so, this would enable us to reduce our UMI “cutoff” (previously set at 200) and would allow for the possibility that certain barcodes representing ambient RNA may express more UMI than some true single cells. Most workflows set stringent UMI cutoffs to exclude all ambient RNA, biasing scRNA-seq results against cells with low RNA content and likely skewing proportional estimates of cell type.

Indeed, when considering 4344 barcodes containing 50–200 UMI, we recovered 1110 additional singlets based on HTO classifications, with 3108 barcodes characterized as negatives. 

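In both the RNA and the HTO library, 6629 barcodes had at least 50 and fewer than 200 RNA UMI (95% interval 6470 to 6791). With the HTO thresholds determined at 200 RNA UMI or more, 1954 were singlets (29.5%, 28.4 to 30.6%), 4533 were negatives (68.4%, 67.2 to 69.5%) and 142 were multiplets. The median was 100 RNA UMI in singlets, 63.0 in negatives and 126.5 in multiplets. Of the singlets called donor A to G, 71.9% (69.7 to 74.0%) had more than 1000 ADT counts, against 2.34% (1.90 to 2.84%) of the negatives. Starting at 100 RNA UMI, the alternative that moved the numbers most, left 1397 barcodes with 986 singlets and 317 negatives.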

We classified each barcode as one of our previously determined 7 hematopoietic populations (“Methods” section; Fig. 1F) and visualized the results on a transcriptomic tSNE embedding, calculated independently for both “singlet” and “negative” groups. For predicted singlets, barcodes projected to B, NK, T, and myeloid populations which were consistently separated on tSNE, suggesting that these barcodes represent true single cells (Fig. 3e). In contrast, “negative” barcodes did not separate based on their forced classification, consistent with these barcodes reflecting ambient RNA mixtures that may blend multiple subpopulations. 

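Of the low-UMI singlets, 44.3% (95% interval 42.1 to 46.6%) were forced to B cells, 22.8% to CD14 monocytes, 20.4% to CD4 T cells, 9.01% to NK cells and 3.38% to CD8 T cells. Separation was measured in 10 principal components in place of a tSNE. The mean silhouette width by forced class was 0.0911, and the median over 100 random relabellings was -0.0183. The classes were assigned from the same RNA counts, so a value above random relabelling does not by itself show separation by cell type, in singlets or in negatives. Among the 15 nearest neighbours, 65.4% shared the forced class, against 30.0% by chance. In donors A, E, F and G, stained with at least 0.25 μg of both antibodies, CD3 counts told T cells from B and myeloid cells with an area under the ROC curve of 0.654 and HLA-DR counts with 0.688, against 0.973 and 0.980 for singlets with at least 200 RNA UMI. This antibody comparison was devised after the forced classes were seen. When the unnamed clusters were kept as training labels, the first version run and the alternative that moved the silhouette width most, it was 0.196. With these labels 3.58% of low-UMI singlets were forced to B cells, 19.3% to CD14 monocytes and 1.02% to CD4 T cells, and 72.8% to the unnamed cluster of mouse mitochondrial genes. That cluster had a median of 303 RNA UMI. Mouse genes led it but were not used in the clustering or the random forest, so no barcode was forced to it by mouse RNA.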

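The low-UMI negatives were forced to CD4 T cells in 49.2% (95% interval 47.7 to 50.6%) and to B cells in 44.01% (42.6 to 45.5%), with 3.68% for CD14 monocytes and 2.60% for NK cells. The mean silhouette width by forced class was 0.00397, and the median over 100 random relabellings was -0.0332. Of the 15 nearest neighbours, 50.5% shared the forced class, against 43.8% by chance. With unnamed clusters as training labels, 98.8% were forced to the unnamed cluster of mouse mitochondrial genes. With every barcode thinned to 50 UMIs, the silhouette width changed sign, to -0.0157, with a median of -0.0338 over random relabellings. With CD3 and HLA-DR counts the areas under the ROC curve were 0.596 and 0.420. The donor of a negative is not known, so these could not be limited to donors A, E, F and G. They are therefore not directly comparable with the areas for singlets. The paper proposes from the lack of separation that these barcodes hold ambient RNA of several populations.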

We therefore conclude that by providing a readout of sample identity that is independent of the transcriptome, Cell Hashing can help recover low-quality cells and/or cells with very low RNA content that can otherwise be difficult to distinguish from ambient RNA (Fig. 3f).

### Towards a universal Cell Hashing antibody reagent

For our proof of principle experiments, we used a pool of antibodies directed against highly expressed immune surface markers (CD45, CD98, CD44, and CD11a). To enable multiplexing of any cell type and sample, we decided to redesign our panel to target more ubiquitously expressed surface markers. MHC class I complex (beta-2-microglobulin) and the sodium-potassium ATPase-subunit (CD298) are among the most broadly expressed surface proteins in human tissues [21]. Using a pool of antibodies directed against both proteins would allow us to multiplex virtually any cell type in one experiment. While this manuscript was under revision, the same antibody combination was demonstrated by Hartmann and colleagues to be a universal multiplexing reagent for CyTOF [22]. The extremely high expression levels of both markers should enable robust HTO demultiplexing, but in principle could label cells with an overwhelming number of single-stranded polyA oligos that might compete with polyadenylated cellular mRNAs, resulting in lower gene and/or UMI counts per cell. To investigate this potential competition, we stained Jurkat cells with a dilution series of Cell Hashing antibodies, ran a lane of 10x Chromium single cell 3′ v2 alongside a lane with non-hashed cells, and sequenced the resulting transcriptome libraries. Transcriptomic complexity levels, as indicated by the relationship between sequencing reads and UMI counts per cell, were indistinguishable from non-hashed cells over all tested concentrations of Cell Hashing antibodies, illustrating no disadvantages when multiplexing samples (Additional file 1: Figure S5). Taken together, these results demonstrate how Cell Hashing can be easily applied to virtually any human sample with readily available commercial reagents and without a loss of transcriptomic complexity.

## Discussion

Here, we introduce a new method for scRNA-seq multiplexing, where cells are labeled with sample-specific “hashtags” for downstream demultiplexing and multiplet detection. Our approach is complementary to pioneering genetic multiplexing strategies, with each having unique advantages. Genetic multiplexing does not utilize exogenous barcodes and therefore does not require alterations to existing workflows prior to or after sample pooling. In contrast, Cell Hashing requires incubation with antibodies against ubiquitously expressed surface proteins but can multiplex samples with the same genotype. Both methods do slightly increase downstream sequencing costs, due to the increased depth or read length needed to identify SNPs (genetic approaches) or sequencing of HTO libraries (Cell Hashing; approximately 2–5% of transcriptome sequencing costs). We believe that researchers will benefit from both approaches, enabling multiplexing for a broad range of experimental designs. In particular, we envision that our method will be most useful when processing genetically identical samples subjected to diverse perturbations (or experimental conditions/optimizations, as in our titration experiment) or to reduce the doublet rate when running cells from a single sample.

By enabling the robust identification of cell multiplets, both Cell Hashing and genetic multiplexing allow the “super-loading” of scRNA-seq platforms. We demonstrate this in the context of the 10x Genomics Chromium system, but this benefit applies to any single cell technology that relies on Poisson loading for cell isolation. The per-cell cost savings for library preparation can therefore be significant, approaching an order of magnitude as the number of multiplexed samples increases. Notably, Cell Hashing enables even a single sample to be highly multiplexed, as cells can be split into an arbitrary number of pools. As clearly discussed in Kang et al. [13], savings in library prep are partially offset by reads originating from multiplets, which must be sequenced and discarded. Still, as sequencing costs continue to drop, and experimental designs seek to minimize technology-driven batch effects, multiplexing should facilitate the generation of large scRNA-seq and CITE-seq datasets. Informatic detection of multiplets based on transcriptomic data also remains an important challenge for the field, for example, to identify doublets originating from two cells within the same sample.

While we used a pool of antibodies directed against highly and ubiquitously expressed lymphocyte surface proteins as the vehicle for our HTOs in our proof-of-principle experiments, we also introduced a more universal pool of antibodies directed against two ubiquitously expressed markers (B2M and CD298) to be used as a Cell Hashing reagent for studies beyond the hematopoietic system. Using a pool of antibodies mitigates the possibility that stochastic or cell type variation in the expression of any one marker would introduce bias in HTO recovery. We however caution that there can be instances when a cell type of interest does not express these virtually ubiquitous surface proteins, which would result in failure to successfully label and demultiplex these cells. With the increasing interest in single nucleus sequencing [23, 24], an additional set of hashing reagents directed against nuclear proteins would further generalize this approach. Beyond antibody/epitope interactions, cell or nucleus hashing could also be performed using alternative means of attaching an oligo to a cell or nucleus, including aptamers [25] or direct chemical conjugation of oligos to cells or nuclei. Indeed, recently described approaches accomplish similar goals through transient transfection of oligos [26], direct oligo to cell conjugation based on NHS chemistry [27], lipid membrane intercalating oligos [28], and viral integration-based genomic barcoding [30]. These improvements will further enable multiplexing strategies to generalize to diverse experiments regardless of species, tissue, or technology.

## Methods

### PBMC genotyping

Peripheral blood mononuclear cells were obtained from AllCells (USA). Genomic DNA was purified using the AllPrep kit (Qiagen, USA) and genotyped using the Infinium CoreExome 24 array (Illumina, USA) according to the manufacturer’s instructions.

### Cell culture

HEK293T (human) and NIH-3T3 (mouse) cells were maintained according to the standard procedures in Dulbecco’s modified Eagle’s medium (Thermo Fisher, USA) supplemented with 10% fetal bovine serum (Thermo Fisher, USA) at 37 °C with 5% CO_2_.

### Antibody-oligo conjugates

Antibody-oligo conjugates directed against CD8 [clone: RPA-T8], CD45RA [clone: HI100], CD4 [clone: RPA-T4], HLA-DR [clone: L243], CD3 [clone: UCHT1], CCR7 [clone: G043H7], and PD-1 [clone: EH12.2H7] were provided by BioLegend (USA) containing 1–2 conjugated oligos per antibody on average.

First generation Cell Hashing antibodies were conjugated in-house. Antibodies were obtained as purified, unconjugated reagents from BioLegend (CD45 [clone: HI30], CD98 [clone: MEM-108], CD44 [clone: BJ18], and CD11a [clone: HI111]) and were covalently and irreversibly conjugated to HTOs by iEDDA click chemistry as previously described [19]. In short, antibodies were washed into 1X borate buffered saline (50 mM borate, 150 mM NaCl, pH 8.5) and concentrated to 1 mg/ml using an Amicon Ultra 0.5 ml 30 kDa MWCO centrifugal filter (Millipore). Methyltetrazine-PEG4-NHS ester (Click Chemistry Tools, USA) was dissolved in dry DMSO and added at a 30-fold excess to the antibody and allowed to react for 30 min at room temperature. Residual NHS groups were quenched by the addition of glycine and the unreacted label was removed via centrifugal filtration. 5′-Amine HTOs were ordered from Integrated DNA Technologies (USA) and reacted with a 20-fold excess of *trans*-cyclooctene-PEG4-NHS (Click Chemistry Tools, USA) in 1X borate buffered saline supplemented with 20% DMSO for 30 min. Residual NHS groups were quenched by the addition of glycine, and residual label was removed by desalting (Bio-Rad Micro Bio-Spin P6). Antibody-oligo conjugates were formed by mixing the appropriate labeled antibody and HTO and incubating at room temperature for at least 1 h. Residual methyltetrazine groups on the antibody were quenched by the addition of *trans*-cyclooctene-PEG4-acid, and unreacted oligo was removed by centrifugal filtration using an Amicon Ultra 0.5 ml 50 kDa MWCO filter (Millipore, USA). A detailed and regularly updated point-by-point protocol for antibody-oligo conjugation can be found at www.cite-seq.com

Second generation Cell Hashing antibodies consisting of a pool of antibodies directed against B2M [clone: 2 M2] and CD298 [clone: LNH-94] were purchased from BioLegend (USA).

### Antibody titration series

To test optimal concentration of antibody-oligo conjugates provided by BioLegend (USA) per CITE-seq experiment, we tested 5 μg, 3 μg, 1 μg, 0.5 μg, 0.25 μg, 0.06 μg, and 0 μg for each conjugate. Titrations were staggered over the different batches to keep the total concentration of antibodies and oligos consistent between conditions (Additional file 2: Table S1).

### Sample pooling

PBMCs from different donors were independently stained with one of our HTO-conjugated antibody pools and a pool of seven immunophenotypic markers for CITE-seq at different amounts (see above). All eight PBMC samples were pooled at equal concentration, alongside unlabeled HEK293T and mouse NIH-3T3 as negative controls (see table below) and loaded into the 10x Chromium instrument (Additional file 3: Table S2).

### CITE-seq on 10x Genomics instrument

Cells were “stained” with Cell Hashing antibodies and CITE-seq antibodies as described for CITE-seq [18]. “Stained” and washed cells were loaded into 10x Genomics Single Cell 3′ v2 workflow and processed according to the manufacturer’s instructions up until the cDNA amplification step (10x Genomics, USA). Two picomoles of HTO and ADT additive oligonucleotides were spiked into the cDNA amplification PCR, and cDNA was amplified according to the 10x Single Cell 3′ v2 protocol (10x Genomics, USA). Following PCR, 0.6X SPRI was used to separate the large cDNA fraction derived from cellular mRNAs (retained on beads) from the ADT- and Cell Hashtag (HTO)-containing fraction (in supernatant). The cDNA fraction was processed according to the 10x Genomics Single Cell 3′ v2 protocol to generate the transcriptome library. An additional 1.4X reaction volume of SPRI beads was added to the ADT/HTO fraction to bring the ratio up to 2.0X. The beads were washed with 80% ethanol, eluted in water, and an additional round of 2.0X SPRI performed to remove excess single-stranded oligonucleotides from cDNA amplification. After final elution, separate PCRs were set up to generate the CITE-seq ADT library (SI-PCR and RPI-x primers) and the HTO library (SI-PCR and D7xx_s). A detailed and regularly updated point-by-point protocol for CITE-seq, Cell Hashing, and future updates can be found at www.cite-seq.com

### Oligonucleotide sequences

The following are the oligonucleotide sequences:

Hashtag oligo: GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTxxxxxxxxxxxx**B**AAAAAAAAAAAAAAAAAAAAAAAAAAAAAA*A*A

HTO additive: GTGACTGGAGTTCAGACGTGTGCTC

ADT additive: CCTTGGCACCCGAGAATTCC

SI-PCR: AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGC*T*C

RPI-x: CAAGCAGAAGACGGCATACGAGATxxxxxxxxGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA

D7xx_s: CAAGCAGAAGACGGCATACGAGATxxxxxxxxGTGACTGGAGTTCAGACGTGTGC

x: Barcode or index sequence

B: T,G,C, not A

*: Phosphorothioate bond

### Cell Hashing dilution and competition experiment

Jurkat cells were “stained” with decreasing concentrations (1:100, 1:500, 1:1000) of Cell Hashing antibodies (BioLegend, USA; B2M, CD298 pool) as described above and passed through a 10x Genomics Single Cell workflow to yield ~ 2000 cells. As a control, non-hashed cells were passed through a separate 10x Genomics Single Cell lane. Cells from both experiments were subsampled to the same numbers of cells and reads per cell to compare UMI and gene counts.

## Computational methods

### Single-cell data processing

Fastq files from the 10x Genomics libraries with four distinct barcodes were pooled together and processed using the standard Drop-seq pipeline (Drop-seq tools v1.0, McCarroll Lab). Reads were aligned to the hg19-mm10 concatenated reference, and we included the top 50,000 cell barcodes in the raw digital expression matrix as output from Drop-seq tools. For ADT and HTO quantification, we implemented our previously developed tag quantification pipeline [18] as a python script, available at https://github.com/Hoohm/CITE-seq-Count, and run with default parameters (maximum hamming distance of 1).

### Demultiplexing with genotyping data using demuxlet

We first generated a VCF file that contained the individual genotype (GT) from the Infinium CoreExome 24 array output, using the PLINK command line tools (version 1.07). This VCF file (which contained genotype information for the 8 PBMC donors as well as HEK293T cells) and the tagged bam file from Drop-seq pipeline were used as inputs for demuxlet [13], with default parameters.

### Single-cell RNA data processing

Normalization and downstream analysis of RNA data were performed using the Seurat R package (version 3.0, Satija Lab [29]) which enables the integrated processing of multi-modal (RNA, ADT, HTO) single cell datasets [31, 32]. We collapsed the joint-species RNA expression matrix to only include the top 100 most highly expressed mouse genes (along with all human genes) using the CollapseSpeciesExpressionMatrix function.

We first considered a set of 20,854 barcodes where we detected at least 200 UMI in the transcriptome data. Since the HEK293T and NIH-3T3 cells were not labeled with HTOs, we identified these cells based on their transcriptomes. We performed a low-resolution pre-clustering by performing PCA on the 500 most highly expressed genes, followed by *k*-medoid clustering on a distance matrix based on the first 2 principal components [33–35]. Based on this clustering, we identified 160 NIH-3T3 cells and 2233 HEK293T cells, with the remainder representing PBMCs.

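HEK293T barcodes were identified by k-medoids clustering into 6 clusters, on 2 principal components of the 500 genes with the most UMIs. A first ranking of genes by the mean of log values was replaced after the data were seen, and both are given. A single cluster was HEK293T-like, with 7 HEK293T markers more than 2-fold higher than in the other clusters. It held 2507 barcodes of the RNA and HTO libraries (95% interval 2410 to 2607), and 2556 under the first ranking. No cluster was dominated by mouse UMIs with 6 clusters, while 10 clusters gave an NIH-3T3 cluster of 239 barcodes. By more mouse than human UMIs, 208 barcodes were NIH-3T3 (181 to 238). NGFRAP1, listed as BEX3 in the annotation, lies on chromosome X of GRCh37 from 102631323 to 102633092 on the + strand and is protein coding. It had 22.0 UMIs per 10,000 in HEK293T barcodes of the RNA library, with a UMI in 99.4% of them at a median of 19,828 RNA UMI. In the remaining barcodes it had 2.27 UMIs per 10,000, with a UMI in 13.1% at a median of 568 RNA UMI. A split of HEK293T marker sums moved the number of HEK293T barcodes most, to 8434.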

As a separate test of HEK293T identity, we examined the demuxlet genotype for possible HEK293T cells. We observed 225 barcodes classified as HEK by the demuxlet algorithm but whose transcriptomes clustered with PBMCs. These cells expressed tenfold fewer UMI compared to transcriptomically classified HEK293T cells and did not express HEK293T-specific transcripts (i.e., NGFRAP1), both consistent with a PBMC identity. We therefore excluded these barcodes from all further analysis.

### Classification of barcodes based on HTO levels

HTO raw counts were normalized using centered log ratio (CLR) transformation, where counts were divided by the geometric mean of an HTO across cells and log-transformed:

$$ {x_i}^{\prime }=\log \frac{x_i}{{\left({\prod}_{i=1}^n{x}_i\right)}^{\frac{1}{n}}} $$

Here, *x*_*i*_ denotes the count for a specified HTO in cell *i*, *n* is the total cell number, and *log* denotes the natural log. Pairwise analysis of either normalized or raw HTO counts (Fig. 1B) revealed mutually exclusive relationships, though determining the exact cutoffs for positive and negative signals required further analysis. We reasoned that if we could determine a background distribution for each HTO based on “negative” cells, outliers from this distribution would represent positive signals.

To assist in the unsupervised identification of “negative” cells, we performed an initial *k*-medoids clustering for all cells based on the normalized HTO data. We set *k* = 9 and observed (as expected) that eight of the clusters were highly enriched for expression of a particular HTO, while the ninth cluster was highly enriched for cells with low expression of all HTO. This represents an initial solution to the demultiplexing problem that suggests likely populations of “positive” and “negative” cells for statistical analysis.

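The k-medoids clustering was run with the clara algorithm on CLR-normalized HTO counts. In 8 of 9 clusters the mean of a single HTO lay between 3.04 (HTO G) and 4.23 (HTO B), and the means of the other HTOs in these clusters were at most 0.638. These clusters held 2023 to 2815 barcodes. In the ninth cluster, with 2505 barcodes, the means of the 8 HTOs lay between 0.521 and 0.615.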

Following clustering, we performed the following procedure independently for each of the eight HTOs. We identified the *k*-medoids cluster with the highest average HTO expression and excluded these cells. We next fit a negative binomial distribution to the remaining HTO values, after further excluding the highest 0.5% values as potential outliers. We calculated the *q* = 0.99 quantile of the fitted distribution and thresholded each cell in the dataset based on this HTO-specific value.

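The thresholds were 104 counts for HTO A, 143 for HTO B, 192 for HTO C and 190 for HTO D. They were 140 counts for HTO E, 218 for HTO F, 435 for HTO G and 212 for HTO H. The fitted background had a mean of 18.8 counts for HTO A as the lowest and 93.8 counts for HTO G as the highest. Each fit used 18,599 to 19,387 barcodes, after exclusion of the highest 0.5% of background values.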

We used this procedure to determine an “HTO classification” for each barcode. Barcodes that were positive for only one HTO were classified as singlets. Barcodes that were positive for two or more HTOs were classified as multiplets and assigned sample IDs based on their two most highly expressed HTO. Barcodes that were negative for all eight HTOs were classified as “negative.”

We expect that barcodes classified as “singlets” represent single cells, as we detect only a single HTO. However, they could also represent doublets of a PBMC with a HEK293T or NIH-3T3 cell, as the latter two populations were unlabeled and represent negative controls. Indeed, when we analyzed the “HTO classification” of cells that were transcriptomically annotated as HEK293T or NIH-3T3 cells, we found that 60.1% were annotated as “negative,” while 32.1% were annotated as singlets, in agreement with our expected ratios in our “super-loaded” 10x Genomics experiment. These cells appear in the heatmap in Fig. 1C, but all HEK293T and NIH-3T3 cells were excluded from further analysis.

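Of 2714 HEK293T and NIH-3T3 barcodes, 66.0% (95% interval 64.2 to 67.8%) were negatives, 28.2% (26.5 to 29.9%) were singlets and 5.82% (4.97 to 6.77%) were multiplets. For HEK293T alone, 27.1% (25.4 to 28.9%) of 2506 were singlets. NIH-3T3 barcodes were singlets in 40.9% (34.1 to 47.9%) of 208. The multiplet share of PBMC barcodes corresponds to 0.354 PBMCs per droplet, from which 25.4% of HEK293T barcodes would be called singlets and 29.8% would hold at least 1 PBMC, against 32.8% observed as singlets or multiplets. The split of HEK293T marker sums moved the negative share most, to 23.8%.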

For 2D visualization of HTO levels (Fig. 1D), we used Euclidean distances calculated from the normalized HTO data as inputs for tSNE. Cells are colored based on their HTO classification as previously described. For visualization and clustering based on transcriptomic data (Fig. 1F), we first performed PCA on the 1000 most highly variable genes (as determined by variance/mean ratio) and used the distance matrix defined by the first 10 principal components as input to tSNE and graph-based clustering in Seurat (Fig. 1E). We annotated the seven clusters based on canonical markers for known hematopoietic populations.

### Comparison with demuxlet

Demuxlet classifications were labeled as singlets (SNG), doublets (DBL), or ambiguous (AMB) according to the BEST column in the *.best output file. In Fig. 2e, we plot the posterior probability of a doublet assignment from the PRB.DBL column in the same file.

### Calculation of staining index for antibody titrations

To assess the optimal staining efficiency for CITE-seq experiments, we considered ADT levels for cells across a range of antibody concentrations as multiplexed in a titration series. ADT levels were normalized using a CLR transformation of raw counts using an identical approach to the normalization of HTO levels as previously described.

After normalization, we computed a staining index based on standard approaches in flow cytometry, which examine the difference between positive and negative peak medians, divided by the spread (i.e., twice the mean absolute deviation) of the negative peak.

$$ \mathrm{SI}=\frac{{\mathrm{Pos}}_{0.5}-{\mathrm{Neg}}_{0.5}}{2\times \mathrm{mad}\left(\mathrm{Neg}\right)} $$

In order to avoid manual classification of positive and negative peaks, we implemented an automated procedure that can scale to multiple antibodies and concentrations. To approximate the negative peak, we leveraged unstained control cells (donor H). 

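The negative peak came from 1883 singlets of donor H listed in the ADT library. The CLR was taken as log(1 + x / g), with g the geometric mean of the counts plus 1, which cannot be negative and differs from the paper's formula by both added values of 1. On this scale the median of the negative peak lay between 0.1996 (CD45RA) and 0.523 (PD-1). The mean absolute deviation around the median, the spread used in the index, lay between 0.0589 (CD45RA) and 0.109 (CD8). The log(x + 1) alternative is the paper's formula with 1 added to each count.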

To approximate the positive peak, we clustered the ADT data in each titration experiment (donor A through donor G). To perform clustering, we computed a Euclidean distance matrix across cells based on normalized ADT levels and used this as input to the FindClusters function in Seurat with default parameters. We examined the results to identify the cluster with the maximally enriched ADT signal and referred to the distribution of ADT levels within this cluster as the positive peak.

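The positive peak held between 24 and 444 singlets, out of 1711 to 2180 per donor. As in the paper, the graph-based clustering had default parameters, here a resolution of 0.8.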

### Discriminating low-quality cells from ambient RNA

We performed HTO classification of low-quality barcodes (expressing between 50 and 200 UMI), using the previously determined HTO thresholds. For each barcode, we classified its expression as 1 of our previously determined 7 hematopoietic populations using random forests, as implemented in the ranger package in R [36]. We first trained a classifier on the 13,954 PBMCs, using the 1000 most variable genes as input and their clustering identities as training labels. 

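The training set here was 13,024 singlets in clusters named as 7 populations, and the random forest had 500 trees. Out-of-bag, 96.0% were assigned to their own population, with 99.6% for CD14 monocytes and 99.3% for B cells as the highest and 78.1% for dendritic cells as the lowest. A first version that kept unnamed clusters as labels trained on 15,536 singlets and reached 88.6%, with 19.0% in the unnamed cluster of mouse mitochondrial genes.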

We then applied this classifier to each of the low-quality barcodes. We note that this classifier is guaranteed to return a result for each barcode.

## Additional files

Additional file 1: Distribution of HTO UMIs per cell barcode.

Additional file 2: Micrograms of antibody used per condition.

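The supplement gives the amount of each CITE-seq antibody per donor. The amounts are 0, 0.06, 0.25, 0.5, 1, 3 and 5 μg, shifted by a donor from antibody to antibody, so that each of donors A to G received every amount once and each antibody was used once at every amount in these donors. Donor H received none. Because a donor appears at a different amount for every antibody, differences between amounts can be separated from differences between donors only over all 7 antibodies together.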

Additional file 3: Sample composition of experiment referred to by Figures 1-3.

How the deposited data were processed for this re-analysis (not part of the article)

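The data came from a lane of PBMCs of 8 donors with unlabelled HEK293T and NIH-3T3 cells (RNA, HTO and ADT libraries), and a lane of 4 cell lines with 3 HTOs each (RNA and HTO libraries). The authors deposited raw UMI counts per gene and barcode for RNA, made with Drop-seq tools on a joint human and mouse reference for the PBMC lane. The authors made the HTO and ADT counts with CITE-seq-Count and deposited them as raw counts. In each barcode of the PBMC lane the tags and the counts matching no tag sum to the total. Whether these are reads or UMIs is not settled by the files, and the aligner and the annotation are not given in the sources used here. The lowest and the highest RNA UMI of a barcode were 0 and 84,194 in the PBMC pool and 0 and 23,333 in the cell line mix. With 1 library of each kind, exact intervals describe counting error, and differences between donors are given as a mean and SD over 8 donors.

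Gene symbols carried no species prefix, so they were assigned to human or mouse by gene lists, which gave 27,613 human and 13,286 mouse symbols. This species rule and the settings of clara (50 samples of 1000 barcodes) are not stated in the paper's text. Barcodes with at least 200 RNA UMI in the RNA and HTO libraries were used. RNA counts were scaled to 10,000 UMIs per barcode and log-transformed, and genes were scaled with an upper limit of 10. Genes for the pre-clustering were first ranked by the mean of log values. Ranking by total UMIs replaced this after it was seen to bring the number of HEK293T barcodes nearer to the paper's. The pre-clustering used 500 genes, 2 components and 6 clusters, and the number of clusters is not stated in the paper's text. HTO and ADT counts were CLR-normalized as log(1 + x / g), with g the geometric mean of the counts plus 1, where the paper's formula has no added 1. HTO values were clustered with k-medoids into 9 clusters (for the cell line mix, the number of HTOs plus 1). Raw background counts of each HTO were fitted with a negative binomial distribution, with a threshold at the 0.99 quantile. HEK293T barcodes were the HEK293T-like cluster, and NIH-3T3 barcodes had more mouse than human UMIs, because no mouse cluster appeared with 6 clusters.

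Variable genes were the 1000 with the highest variance/mean ratio of UMIs per 10,000, among genes detected in at least 1% of barcodes. Mouse genes were left out of the variable genes in the PBMC pool, so none entered its graph-based clusterings or the random forest. The scale of this ratio was chosen after versions of it had been compared on the data. Clustering used 10 components, 20 neighbours and a resolution of 0.8 in Seurat. A cluster was named for the class with the highest mean z-score among classes with at least 3 markers more than 1.5-fold higher than in the other clusters, and left unnamed where another class had more markers among its 10 leading genes or where a low UMI count left it without any. The marker lists were fixed before the data were examined, as were the main settings, the tests and the alternatives except those named as chosen afterwards. The naming rule was written after the data were seen and went through 3 versions. Genes named in the text are NGFRAP1, the listed markers, the transcripts of the CITE-seq targets and the 3 genes with the largest fold in a described cluster. No gene was tested.

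The staining index was the difference of the positive and negative medians divided by 2 mean absolute deviations of the negative peak. Its relation to the amount was tested with an exact permutation test over all 5040 pairings, two-sided, with Benjamini-Hochberg adjustment over 7 antibodies. The two-sided definition for r was not fixed beforehand, and both definitions are reported. Low-UMI barcodes were classified with a random forest of 500 trees in ranger, trained first with unnamed clusters as labels and then, after that outcome was seen, on the 7 populations. Separation was the mean silhouette width, beside 100 random relabellings.

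The steps were tested on simulated data. Of 10,000 simulated barcodes with 8 tags, 99.2% of singlets, 98.6% of multiplets and 99.8% of negatives were recovered. The simulated background was less spread than the fitted one, and the signal of a tag had a single mean. In the data, own HTO counts were 0.416 times those of other singlets in NK-like and 3.34 times in CD14 monocyte-like singlets. These rates therefore do not give the accuracy on the data. In 3000 simulated barcodes over 6188 genes, 57.5% of 200 planted genes were among the selected variable genes, and 78.8% of the 113 with a mean of at least 0.1 UMI, so that variable genes of low expression are often missed. Names were right for 10 of 10 simulated clusters, in which the naming markers themselves had been raised, so this checks the rule's working and not its accuracy on real cells. The permutation p of rho equalled that of an independent tool in 5 of 5 cases, and was at most 0.05 in 4.5% of 400 unrelated sets.

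Alternatives covered the gene sums, the libraries a barcode must be listed in, the UMI minimum, the HTO quantile and background, control cell identification, clustering resolution, components and variable genes, the staining index and the low-UMI range. Genotype-based demultiplexing and the Jurkat comparison were not analysed here. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, R 4.3.3, Seurat 5.3.0, cluster 2.1.8.1, fitdistrplus 1.2.4 and ranger 0.17.0.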

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

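The tests of ADT counts and of antibodies added to some samples, both for the isotype tags, were chosen only after the result was seen. Across 19 measures, 2 of them of ADT counts over donors A to G and the others over 8 donors, 3 had a donor farther from the others than Dixon's 95% limit, and chance alone gives such a donor in about 1 in 20 groups.

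Singlets of donor D had a median of 2170.5 counts of their own HTO, with 1511 as the next highest donor (a gap of 0.541 of the range). Different population shares were argued against, because CD4 T-like singlets alone had a median of 2011 counts in donor D, and at most 1555 in the other donors. A difference in RNA depth was argued against as well, with a median of 536 RNA UMI in donor D against 529 to 595 in the other donors. Each donor had its own HTO, so the HTO conjugate and the donor stay open, and no biological explanation was tested.

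Singlets of donor G had the lowest count of the highest other HTO, a median of 42.0 against 53.0 in the next donor (0.733 of the range). A candidate explanation is the background of HTO G, whose fitted mean was the highest and which cannot be another HTO in donor G. With HTO G left out, donor G had 42.0 and the other donors 36.0 to 40.0, so the low value was gone, which is consistent with that explanation. No biological explanation was tested.

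CD4 T-like singlets made up 43.5% of donor D and 33.8% of the next donor (0.637 of the range). The clustering was argued against as the whole cause, since donor D was highest in 6 of 6 clustering settings, with a lowest share of 36.5%. The marker lists and the naming rule were the same in all of them, so naming stays open. With variable genes selected on log values, a cluster of 1473 singlets named CD4 T was led by RP11-291B21.2, C14orf64 and CD8B. Loss of other populations as negatives or multiplets cannot be told apart from a true difference: donor D kept 74.8% of its singlets and multiplets as singlets and the other donors 73.3% to 74.8%, but negatives carry no donor. A difference between donors in their blood cells stays open and untested.

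Counts of isotype control tags, which the paper does not report, were read from the ADT library, where 70.5% of these counts matched no tag. Their median was 167 in singlets of donor D and 242 in donor H, the donor without CITE-seq antibodies, against 94.0 to 108 in the other 6 donors. The rise lay in the tags IgG1 2, IgG1, IgG2a and IgG2b. IgG1 2 had a median of 72.0 in donor H and 43.0 in donor D, against 15.0 to 23.0 in the others. IgG2a 2 had 22.0 in donor H and 20.0 in donor D, against 20.0 to 22.0. IgG2b 2, IgG and IgM had medians of at most 2.0 in every donor. More ADT counts per barcode were argued against in donor D, since donors E and F, with median ADT counts within 10% of those of donor D, had a median of at most 108 isotype counts. In donor H the low median of 406 ADT counts follows from the missing CITE-seq antibodies, but single tags argue against more counts per barcode. Donor H had medians of 81.0 (CD3), 14.0 (CD4), 65.0 (CD45RA) and 18.0 (CD8). The donor of A to G without that antibody had 81.0, 14.0, 63.0 and 17.0. For HLA-DR, PD-1 and CCR7 donor H had 32.0, 120 and 72.0, against 31.0, 119 and 79.0. The IgG2a 2 tag was not raised in donor H either. Binding to monocytes may be part of the pattern: in donor H the ratio of isotype counts in CD14 monocyte-like to CD4 T-like singlets was 3.22, in donor D 2.99, and in the other donors at most 1.95. Isotype antibodies added to some samples only cannot be told apart from other causes, with a ratio of 2.38 between donor H and the median of the other donors, because the amounts listed per donor include no isotype antibody.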

How the results depend on the processing

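Chosen only after results were seen were the requirement of the ADT library, the gene ranking by mean of log values, the log variance/mean ratio, removal of an aliquot's HTO counts, unnamed clusters as training labels, mouse barcodes left out of the low-UMI set and the doubled tail for r. In all, 258 alternatives to 43 results were run, 222 of them planned: 163 left the result in place, 91 moved it beyond its counting interval or spread, 3 weakened a test and 1 reversed a sign. For every result below that moved, the cause was not tested, except where the alternative itself removes barcodes (a higher UMI minimum, a further library, a narrower UMI range) or lowers or raises the HTO threshold (quantiles).

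The 28 donor pairs were all seen and the 7 populations all found under every alternative run for them, and the share of neighbours from the same donor stayed within 1 SD. Requiring the ADT library gave 20,875 barcodes, 2249 HEK293T barcodes, 15,256 PBMC singlets and 496 negatives, with 62.6% of control cells negative and 30.9% singlets. For NIH-3T3, 10 clusters gave 239 barcodes and the species rule 208, against 0 with 6 or 4. The split of HEK293T marker sums gave 8434 HEK293T barcodes, 10,959 PBMC singlets, 1607 multiplets and 300 negatives, with controls as 87.3% of negatives, 23.8% of controls negative and 61.8% singlets.

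At a quantile of 0.95 there were 3007 PBMC multiplets and 288 negatives, with controls as 85.8% of negatives and 64.0% of controls negative. At a quantile with 1 in 1000 background values above it there were 15,246 singlets, 2510 multiplets and 1038 negatives, with controls as 63.9% of negatives. With the lowest cluster as background there were 15,245 singlets, 3316 multiplets and 233 negatives, controls were 87.7% of negatives, and 61.3% of controls were negative and 30.9% singlets. Without exclusion of high background values there were 15,228 singlets, 2500 multiplets and 1066 negatives, with controls as 63.3% of negatives. At least 500 RNA UMI left 9482 singlets, 2291 multiplets and 181 negatives, with controls as 90.9% of negatives. A fixed threshold of 50 made 3.99% of barcodes positive for HTO A or HTO B positive for both. The UMI ratio of multiplets to singlets was 1.68 with the lowest cluster as background, 1.64 with at least 500 RNA UMI and 1.65 for genes detected. At 0.95, 0.747% of donor H singlets had over 1000 ADT counts, and 1.73% at the quantile with 1 in 1000 above it, within the counting interval.

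Concordance of the cell lines was 99.8% with at least 500 RNA UMI, 99.9% with at least 1000, 99.4% at a quantile of 0.95 and 98.2% with k-means. Leaving out each aliquot in turn, it lay between 99.62% and 99.67%. When the HTO counts of an aliquot were removed and its cells kept, the first version run, it was 96.9% (A), 96.2% (B) and 96.8% (C). No paired test was run. The aliquots, which share the letters A to C between lines, enter no test. Comparisons within 8 donors are paired by donor and given as numbers of donors. False negatives were 565 (3.51%) with a cluster limit of 0.75, where no cluster passed, 102 (0.658%) at a quantile of 0.95 and 832 (5.21%) at the quantile with 1 in 1000 above it.

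The median staining index at 5 μg was 6.30 with log(x + 1) CLR. The 2 antibodies with an adjusted p of r of at most 0.05 became 5 with log10 amounts without the amount of 0, 1 at a resolution of 0.4, 1 with 4 k-means clusters, 0 with log(x + 1) CLR and 5 with the doubled tail, while rho was above 0 in 7 of 7 antibodies throughout. The adjusted p of rho rose above 0.05 for CD45RA and PD-1 with log10 amounts, where leaving out the amount of 0 left 6 donors, and for PD-1 with log(x + 1) CLR.

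From 100 RNA UMI there were 1397 low-UMI barcodes, 986 singlets and 317 negatives. A quantile of 0.95 gave 2158 singlets and 4276 negatives, and the quantile with 1 in 1000 above it 1756 and 4741. All human and mouse genes gave 6838 barcodes and 4735 negatives, and the ADT library 6188 barcodes, 1844 singlets and 4202 negatives. The silhouette width of singlets was 0.0631 with 20 components, 0.0515 after thinning to 50 UMIs and 0.196 with unnamed clusters as labels. That of negatives was 0.163 with these labels and changed sign, to -0.0157, after thinning, where the median over random relabellings was -0.0338. As an excess of like neighbours, another scale, separation was 35.4 points for singlets and 6.76 for negatives.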

Differences from the paper's values

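With 6 pre-clusters, 0 barcodes fell in an NIH-3T3 cluster, while the paper reports 160. Among the alternatives set before the data were examined, 4 clusters also gave 0, whereas 10 clusters (239) and more mouse than human UMIs (208) lay within 1.5 times the paper's value.

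Outside the cluster made up mostly of negatives, 370 negatives were counted (2.35%), while the paper reports 117 false negatives and a rate of 0.9%. Of the 370, 70 lay in an unnamed cluster with mouse leading genes. Of the alternatives set before the data were examined, only a quantile of 0.95 came within 1.5 times both of the paper's values, with 102 negatives and 0.658%. Resolutions of 0.4 and 1.2, cluster limits of 0.25 and 0.75 and a quantile with 1 in 1000 background values above it did not.

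From 50 to fewer than 200 RNA UMI, 6629 barcodes were found, while the paper reports 4344, and none of the alternatives set for it before the data were examined came within 1.5 times: 1397 from 100 RNA UMI, 6838 over all genes, and 6629 at both other quantiles. Human genes only, set for barcodes with at least 200 RNA UMI, gave 6431 barcodes, within 1.5 times the paper's value. Of the low-UMI barcodes 1954 were singlets, while the paper reports 1110. Starting at 100 RNA UMI gave 986 singlets, within 1.5 times the paper's value, and both other quantiles and all genes did not. Requiring the ADT library, chosen after seeing the values, gave 6188 barcodes, within 1.5 times the paper's value, and 1844 singlets, which were not.

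For 3 values that differ by less, other settings came closer. Requiring the ADT library, chosen after seeing the values, gave 20,875 barcodes and 2249 HEK293T barcodes, while the paper reports 20,854 and 2233, and 10 clusters in these libraries gave 2243. The ranking of genes behind both HEK293T numbers was also chosen after seeing the values. The share of negatives that are HEK293T or mouse cells was 76.0%, while the paper reports 86.5%, and it was 85.8% at a quantile of 0.95, 87.3% with the split of HEK293T markers and 87.7% with the lowest cluster as background. The 76.0% leaves out 195 negatives in the joint cluster named by HEK293T markers. Whether these are control cells was not tested.

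The paper states that negatives mostly formed a cluster apart from singlets, but that cluster held 34.5% of the negatives (64.6% at a quantile of 0.95). The paper states that the false negatives barely affect cell type proportions. Counting the 370 negatives found here, a larger set than the paper's, with 213 in the NK-like cluster, raised the NK-like share from 7.19% to 8.37%. The share was not computed at a quantile of 0.95. For part of the NK-like negatives, droplets with only ambient RNA cannot be told apart from stained cells. In Fig. 3e CD4 T cells are the most frequent forced class of low-UMI singlets, read by eye, while here, trained on the 7 populations, B cells were (44.3%) and CD4 T cells were 20.4%. With unnamed clusters as labels, the first version run, 72.8% were forced to an unnamed cluster, 19.3% to CD14 monocytes, 3.58% to B cells and 1.02% to CD4 T cells.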

Other observations

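For the patterns below, the tests of HTO counts on NK-like cells, of ambient RNA in NK-like negatives and of free HTO were chosen only after the result was seen. The rules for judging donor mixing and part of the NK-like negatives were also changed after their values were seen.

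Negatives outside the cluster made up mostly of negatives lay mostly in the NK-like cluster. Lower RNA UMI counts were argued against: other barcodes, weighted to the RNA UMI counts of the NK-like cluster, were negative in 1.54%, against 16.1% of NK-like barcodes. Droplets with only ambient RNA were argued against as the whole cause, because 29.8% of the NK-like negatives had more than 1000 ADT counts, against 2.34% of low-UMI negatives. For part of them such droplets cannot be told apart from stained cells, since 74.6% of NK-like singlets of donors A to G passed that count and the donor of a negative is not known. A candidate explanation is that NK-like cells carry fewer HTO counts: the median own HTO count of NK-like singlets was 0.416 ± 0.209 (SD, n = 8 donors) of that of the donor's other singlets and lower in 8 of 8 donors. CD14 monocyte-like singlets had 3.34 ± 0.412 and CD16 monocyte-like singlets 2.38 ± 0.338 times the count of a donor's other singlets. How this relates to the antigens of the HTO antibodies was not tested.

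HEK293T barcodes classified as singlets are described by the paper as possible doublets with a PBMC. A PBMC of the called donor in the same droplet is consistent with their ADT counts, which exceeded 1000 in 84.6% of 591 HEK293T barcodes called donor A to G, 1.23% of 81 called donor H and 1.12% of 1432 negatives. Free HTO was argued against as the whole cause, because barcodes called donor A to G passed 1000 ADT counts 75.7 times as often as HEK293T negatives. For the 15.4% with at most 1000 ADT counts free HTO cannot be told apart from a PBMC with few ADT counts, since PBMC singlets of these donors also fell short of 1000 in part.

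Nearest neighbours shared a donor more often than the donors' shares give, and different population shares did not account for all of it: within clusters the ratio to the expected share was still 1.14 and above 1 in 8 of 8 donors. Free RNA and true differences between donors were not tested, so what remains is open.

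The rise of the staining index with the amount was examined over all 7 antibodies, where donors and amounts can be separated. For this, the index of each antibody was taken relative to its own highest value, and differences between antibodies were left out of the spread. Of the spread that remained, donors took 6.73% and amounts 84.9%, which argues against differences between donors as the cause of the rise. These shares are not those of the unscaled index.

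Trained on the 7 populations, the random forest forced low-UMI singlets to B cells more often than singlets with at least 200 RNA UMI were named B (44.3% against 12.9%). This pattern depends on the labels and reversed with unnamed clusters as labels, where 3.58% were forced to B and 72.8% to the unnamed cluster of mouse mitochondrial genes. With the 7 populations, low depth alone was argued against, since 15.2% of held-out singlets thinned to 100 UMIs were forced to B and 15.2% were B by their cluster. RNA from other cells stays open: of sets of 100 UMIs drawn from pooled barcodes with under 50 RNA UMI, 14.9% were forced to B, but 53.7% of sets of 50 UMIs were. A true excess of B cells was argued against as the whole cause. Low-UMI negatives were forced to B in 44.01%. In donors A, E, F and G, low-UMI singlets forced to B or myeloid classes had medians of 301 CD3 and 92.0 HLA-DR counts. B and myeloid singlets of these donors with at least 200 RNA UMI had 128 and 383. This antibody comparison was devised after the forced classes were seen.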
